A study of Mus musculus with 65 samples. Its data were reported in "Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging" (2015).

How the data were processed

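RNA of 65 tissue samples from 25 male C57BL/6J mice was measured on Affymetrix Mouse Exon 1.0 ST arrays, 1 sample per array. The groups were 13 combinations of tissue and age with 5 arrays each, taken from the sample labels. The deposited values are log2 signal intensities of the core probe sets, which the authors made in Partek by RMA background correction adjusted for GC content, quantile normalization over all arrays and median polish, with annotation on mm9. No raw intensities were used here, so background corrections could not be compared.

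Of 194293 probe sets, 179496 (92.4%) were paired with 1 gene symbol, 1328 (0.684%) with several and 13469 (6.93%) with none, and those with 1 symbol were used. They covered 15803 genes with a median of 9 probe sets, 14165 of them with at least 3. Symbols are those of the files, and 13727 genes (86.9%) carry a current symbol in the GRCm38.p6 gene table, which was used for names only. No probe set coordinates were used, so exons are given by probe set identifier.

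A gene value was the mean log2 value of its probe sets. Differential expression (DE) was tested with limma 3.58.1 in R 4.3.3 in 1 fit of 13 group means over all arrays, with contrasts between ages within a tissue, Benjamini-Hochberg adjustment, an adjusted p below 0.05 and at least a 2-fold change. Alternative splicing (AS) was tested per tissue and pair of ages on probe sets with a mean log2 value of at least 3, in genes with at least 3 such probe sets. The age by probe set interaction was tested with an F-test after removal of each array's gene mean. Genes whose mean level changed (unadjusted p below 0.05 against the variation between arrays) were removed first, and the rest were called at an adjusted p below 0.05. This F-test rests on normally distributed errors, so the AS counts were also set against other divisions of the same arrays. Changes across tissues were tested as the mean change over tissues, and differences between tissues, or between the earlier and the later period, as contrasts of changes.

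Before the data were examined, 26 gene lists were fixed: spliceosome and splicing factors, NF-kB signalling, senescence and its secreted factors, interferon response, antigen presentation by MHC class II, circadian clock, immediate-early and heat-shock genes, cell cycle, collagens and matrix, mitochondrial respiratory chain, lipid synthesis and storage, denervation and neuromuscular junction, the genes the study took to RT-PCR, and markers of adipocytes, epidermal keratinocytes, hair follicle, fast and slow muscle fibres, osteoblasts and osteocytes, osteoclasts, erythroid cells, neutrophil precursors, B and plasma cells, thymocytes and T cells, thymic epithelium and macrophages. Each was tested with camera in each of 11 comparisons, with a preset and with an estimated correlation between genes, adjusted over 286 tests. The share of AS genes among splicing factors was compared with that of other genes by Fisher's exact test, adjusted over 15 tests, and stratified by the number of probe sets.

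The named genes also followed a rule fixed in advance. Per comparison they were the 4 highest and 4 lowest changes among DE genes whose older arrays all lay on one side of the younger ones, the 3 members with the smallest adjusted p from each list that passed or had at least 3 members past adjusted p, the 3 AS genes with the smallest adjusted p, and Lmna, Cdkn2a, Nfkb1, Wbp11 and Dhx15. For length, often only 1 or 2 of the 3 list members or AS genes are printed, and unchanged values of the last 5 genes are given as a range. For changes across tissues and for differences they were the 5 genes with the smallest adjusted p, of which all or 3 are printed for DE genes, 3 for differences between periods and none otherwise.

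On data simulated for muscle between 4 and 28 months the DE test recovered 90 of 100 genes changed by 1.25 and 99 of 100 changed by 2 (log2), with 1 false call among 15803 genes. The AS test recovered 34 of 90 genes with 1 probe set changed by 1 and 77 of 80 changed by 2, with 48 false calls among 12514 genes, more than the nominal rate, and 13 of 12536 with nothing changed. Replicate numbers were checked as pairs and did not pair the samples. Mice that gave several tissues had a consensus correlation of 0.0469 over tissues.

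The alternatives tried were a fit of each tissue alone, replicate number as a block, mouse as a random block, the median over probe sets, a log2 filter of 5, no filter, quantile normalization within tissue, at least 5 probe sets per gene, the diffSplice test, another error term for the removal of DE genes, no such removal, leaving out each array, and leaving out the 4-month mice of the ID series 6JA. Added after seeing the data were removal of each array's trend with intensity, removal of a pattern found in adipose arrays, a hair follicle covariate in skin, leaving out arrays that stood apart or adipose arrays with genes of the epididymis, and the other error term across tissues.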

Results

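Exon-level RNA signal was measured on 65 mouse exon arrays from 25 male C57BL/6J mice. The arrays formed 13 groups of 5: ventral skin, skeletal muscle and tibia bone at 4, 18 and 28 months, and thymus and abdominal white adipose tissue at 4 and 18 months. Each array carried log2 signal values for probe sets, small groups of probes that mostly lie within a single exon. Of these, 179496 could be assigned to 15803 genes. Arrays of the same group correlated with each other at 0.931 or higher across genes. Tissues accounted for 82.3% of the variance of gene values, ages within a tissue for 5.41% and arrays of the same group for 12.3%.

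Gene values are means of log2 signal over the probe sets of a gene, and each change is the older minus the younger age with its standard error (SE), n = 5 per age. A gene is said to rise or fall when its limma adjusted p was below 0.05, and it was counted as differentially expressed (DE) when it also changed at least 2-fold. A gene was counted as alternatively spliced (AS) when its probe sets changed differently from each other with age (adjusted p below 0.05) and its mean level did not change by a second test, against the variation between the arrays compared (unadjusted p of 0.05 or higher). An AS gene can thus rise or fall by limma. Beside a tissue's AS count stands that by limma's diffSplice test. Where 5 or more of 100 divisions of the same arrays, the real one included, gave as many genes, this is given, and chance cannot be excluded for the count. Gene lists fixed before the data were examined were tested with camera. The first adjusted p of a list rests on a preset correlation between genes and the second, the estimated adjusted p, on one estimated from the data. Of 286 tests (26 lists in 11 comparisons), 103 passed with the preset correlation and 3 with the estimated one. Where a list that passed is given with one count of members, the count adjusted over the list alone was the same. Each comparison opens with the largest changes among DE genes whose older arrays all lay on one side of the younger ones, here called separated genes.

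The comparison of skin at 18 and 28 months addressed the change from middle to old age. Krt71 and Krt27, keratins of the inner root sheath that surrounds the growing hair, went from 11.13 ± 1.60 to 3.75 ± 0.29 and from 10.30 ± 2.02 to 3.06 ± 0.20 (mean ± SD of log2 values, n = 5), the later values being near the lower quartile of the arrays. The hair keratin-associated genes Krtap15 (-7.18 ± 0.99, SE) and Krtap8-2 (-6.99 ± 0.97) fell with them. The highest rises of separated genes were in Il22ra2, a soluble receptor that binds interleukin 22 (3.45 ± 0.35, adjusted p = 4.59e-10), Mphosph6 (3.41 ± 0.69), the interferon-induced GTPase gene Ifi47 (2.75 ± 0.60) and Lce1b, a protein of the cornified envelope (2.56 ± 0.40). In total 237 genes were called higher and 379 lower, and for 396 of these 616 genes the 5 older arrays all lay on one side of the 5 younger ones.

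In skin at 28 against 18 months, 19 of 20 hair follicle genes fell over all genes tested and 20 of 20 adjusted over the list alone, with a median change of -4.26 (adjusted p = 5.42e-23, estimated adjusted p = 0.181). Moving in the same arrays, 18 of 25 collagen and matrix genes fell and 0 rose (20 fell adjusted over the list alone), with a median of -1.37 (adjusted p = 2.1e-12, estimated adjusted p = 0.195). Among them were the procollagen protease gene Adamts2 (-1.42 ± 0.24), Col15a1 (-1.77 ± 0.31) and Col14a1 (-1.86 ± 0.34). Respiratory chain genes fell in 17 of 27 (20 adjusted over the list alone, median -0.51, adjusted p = 8.55e-11, estimated adjusted p = 0.345), led by Cox6c (-1.89 ± 0.22) and Atp5o (-1.25 ± 0.19). Of 14 adipocyte markers 5 fell (6 adjusted over the list alone, median -1.09, adjusted p = 0.000209, estimated adjusted p = 0.599), including the hormone gene Lep (-4.42 ± 0.80) and the lipid droplet coat genes Plin (-1.82 ± 0.49) and S3-12 (-1.14 ± 0.33). Lipid synthesis and storage genes fell in 3 of 17 (adjusted p = 0.0072, estimated adjusted p = 0.767), Elovl3 by 1.79 ± 0.43, Lpl by 1.03 ± 0.28 and Scd2 by 1.21 ± 0.33. Of 8 genes of antigen presentation by MHC class II 4 fell (5 adjusted over the list alone, adjusted p = 0.0138, estimated adjusted p = 0.599), among them H2-Ab1 (-1.23 ± 0.32) and H2-Aa (-0.93 ± 0.27).

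Genes of RNA splicing went the other way in skin between 18 and 28 months: 15 of 63 spliceosome and splicing factor genes rose and 5 fell over all genes (18 and 6 adjusted over the list alone), with a median of 0.19 (adjusted p = 0.0305, estimated adjusted p = 0.812). The splicing kinase gene Clk4 (1.06 ± 0.20), Rbm25 (0.96 ± 0.19) and Hnrnpd (0.96 ± 0.20) had the smallest adjusted p. Of 19 NF-kB signalling genes 3 rose and 0 fell (3 adjusted over the list alone, adjusted p = 0.0381, estimated adjusted p = 0.74): Nfkbiz (0.98 ± 0.17), Nfkbib (0.81 ± 0.18) and Rel (1.35 ± 0.33). Circadian clock genes rose in 3 of 15 (6 adjusted over the list alone, median 0.64, adjusted p = 0.00178, estimated adjusted p = 0.181), with Hlf at 2.00 ± 0.26, Npas2 at 0.95 ± 0.23 and Tef at 0.54 ± 0.20. Of 23 cell cycle genes 2 fell (1 adjusted over the list alone, adjusted p = 0.0424, estimated adjusted p = 0.965), the replication licensing genes Mcm5 (-0.90 ± 0.24) and Mcm2 (-0.74 ± 0.27). The remaining lists with at least 3 members past the test did not pass as lists. These were interferon response (4 of 21 rose, with Irgm1 at 1.39 ± 0.29), epidermal keratinocytes (3 of 12 rose, with Lor at 0.72 ± 0.13), senescence (1 of 15 rose, 4 fell, with Glb1 at -0.75 ± 0.20), osteoclast markers (1 of 11 rose and 3 fell, with Itgb3 at -1.01 ± 0.18) and macrophage markers (3 of 19 fell, with C1qa at -1.45 ± 0.32).

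**Figure D1:**
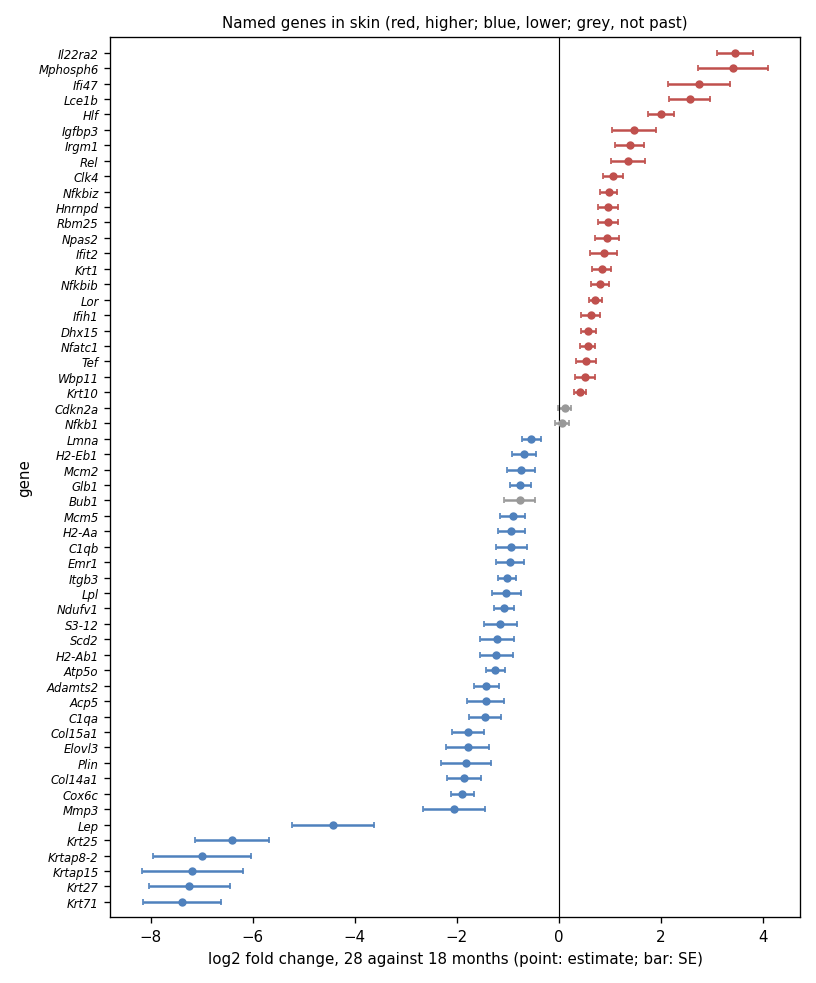
Log2 fold change between 28 and 18 months (x axis, point and SE bar) of the named genes in skin (y axis), 5 arrays per age. Krt71 lies at -7.38 and Il22ra2 at 3.45.

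Exon usage in skin between 18 and 28 months changed in 4743 genes, 53.1% of the 8940 genes kept for the test (diffSplice 2452). The smallest adjusted p was that of Trrap (5.41e-65), a scaffold of histone acetyltransferase complexes: its probe set 4796215 went from -2.64 to 1.71 relative to the mean of the gene's probe sets. Top2b, a DNA topoisomerase, and Dst, a cytoskeleton linker, followed, with 2.39 at probe set 5494814 and 1.69 at 4410457. Nfkb1 (adjusted p = 1.31e-23) and Lmna (adjusted p = 2.33e-06) were AS, Cdkn2a was not (adjusted p = 0.117), and Wbp11 and Dhx15 were removed because their mean level changed. Dhx15, a helicase that takes spliceosomes apart, rose by 0.58 ± 0.14, Wbp11 by 0.52 ± 0.19 (adjusted p = 0.0497), Lmna fell by 0.53 ± 0.19, and Nfkb1 (0.07 ± 0.14) and Cdkn2a (0.11 ± 0.13) did not pass. The 10 genes the study took to RT-PCR were all AS here and none rose or fell. Chosen on these arrays, they are not independent evidence. In that RT-PCR only Nfkb1 fragments differed between these ages. With the hair follicle mean as covariate Mcm5 (0.17) and Mcm2 (0.30) changed sign, and 14 of 25 collagen and matrix genes fell (median -1.45). The AS count was then 743, but hair values separate these ages, so the covariate also removes age. Fewer genes passed in other lists, at larger SE. Respiratory chain genes (5 of 27 fell) had a median of -0.51 without and -0.47 with the covariate (median SE 0.187 and 0.249), adipocyte markers (3 of 14) -1.09 and -1.10 (0.431 and 0.573), lipid genes (0 of 17) -0.49 and -0.57 (0.373 and 0.491) and keratinocyte markers (0 of 12 rose) 0.30 and 0.12 (0.193 and 0.223). In a fit of skin alone 393 genes were DE.

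**Figure D2:**
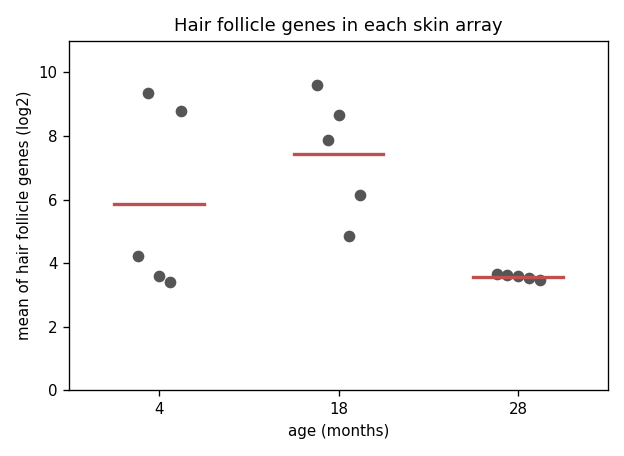
Mean log2 value of the hair follicle genes (y axis) in each skin array (points) at 4, 18 and 28 months (x axis), with the mean of each age as a bar. The arrays at 28 months lie between 3.48 and 3.65, below every array at 18 months.

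Skin was also compared between 4 and 28 months. Of separated genes Pdgfrl fell by 3.55 ± 0.23 (adjusted p = 1.52e-17), while hair keratins fell further, and Akr1c18 (-3.14 ± 0.58), Kdelr3 (-2.85 ± 0.33) and Cpz (-2.84 ± 0.36) also fell. Il22ra2 (3.44 ± 0.35), Lcn2 (2.16 ± 0.76), Lce1b (2.11 ± 0.40) and Arntl (1.82 ± 0.31) rose. In all, 135 genes were called higher and 352 lower. Of these, 354 had also been called between 18 and 28 months in the same direction, against 10.5 for independent lists and 0 for simulated unchanged groups, in which hardly any gene is called. Neither is a value for lists of this length that share arrays. With the shared 28-month arrays divided between the comparisons, a median of 214.5 genes was shared.

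At 28 against 4 months in skin, collagen and matrix genes (15 of 25 fell, 19 adjusted over the list alone, median -1.44, adjusted p = 7.38e-14, estimated adjusted p = 0.182) and respiratory chain genes (20 of 27 fell, 22 adjusted over the list alone, median -0.59, adjusted p = 7.38e-14, estimated adjusted p = 0.21) stood out. Adamts2 fell by 1.77 ± 0.24, Col5a1 by 1.85 ± 0.26, Col15a1 by 2.11 ± 0.31, Cox6c by 1.75 ± 0.22 and Ndufv1 by 1.13 ± 0.20. Hair follicle genes fell in 14 of 20 (18 adjusted over the list alone, median -2.32, adjusted p = 4.75e-11, estimated adjusted p = 0.462), with Krt71 at -4.28 ± 0.76. MHC class II genes fell in 5 of 8 (7 adjusted over the list alone, adjusted p = 0.00014, estimated adjusted p = 0.284), H2-DMa by 0.82 ± 0.18. Cell cycle genes fell in 7 of 23 (adjusted p = 0.000721, estimated adjusted p = 0.799), among them Mcm5 (-1.16 ± 0.24) and Mcm2 (-1.05 ± 0.27). Adipocyte markers fell in 4 of 14 (5 adjusted over the list alone, adjusted p = 0.000945, estimated adjusted p = 0.644), with Lep at -3.50 ± 0.80. Lipid synthesis and storage genes fell in 4 of 17 (adjusted p = 0.0126, estimated adjusted p = 0.799), Lpl by 1.11 ± 0.28. Macrophage markers fell in 4 of 19 (adjusted p = 0.0485, estimated adjusted p = 0.799), C1qa by 1.57 ± 0.32.

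Upward between 4 and 28 months in skin went NF-kB signalling (4 of 19 rose, adjusted p = 0.0091, estimated adjusted p = 0.599), with Nfkbiz at 1.0 ± 0.17 and Rel at 1.50 ± 0.33. Epidermal keratinocyte markers rose in 4 of 12 (adjusted p = 0.0491, estimated adjusted p = 0.599), Krt1 by 0.92 ± 0.19 and Lor by 0.55 ± 0.13. Splicing factor genes rose in 12 of 63 and fell in 2 (15 and 6 adjusted over the list alone), without passing as a list (adjusted p = 0.0694), with Rbm25 at 0.93 ± 0.19 and Eftud2 at -0.62 ± 0.14. Clock genes rose in 4 of 15 and fell in 2 (adjusted p = 0.189, median -0.10 but mean 0.20), with Npas2 at 1.70 ± 0.23. The senescence list (Igfbp3 rose by 1.49 ± 0.42) and the osteoclast list (Ctsk fell by 1.63 ± 0.31, Nfatc1 rose by 0.54 ± 0.15) did not pass either. Exon usage changed in 3589 genes (38.1% of those kept, diffSplice 1084). First by adjusted p were Col7a1 (-2.78 at probe set 4824903, adjusted p = 2.64e-28) and Inpp5d (3.50 at probe set 4558960). Nfkb1 (adjusted p = 3.62e-17), Wbp11 (0.000227), Lmna (0.0363) and Dhx15 (0.0481) were AS and Cdkn2a (0.102) was not. Of the study's RT-PCR list, chosen partly on these arrays, 8 of the 9 genes kept were AS. Of the 5 genes always tested, Dhx15 rose by 0.45 ± 0.14 (adjusted p = 0.0224), while Lmna, Cdkn2a, Nfkb1 and Wbp11 (between -0.17 and 0.35) did not pass. The AS count was 1705 without the 4-month mice of the ID series 6JA and 1826 with the hair covariate, and the DE count was 296 in a fit of skin alone.

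Between 4 and 18 months in skin the clock output genes Dbp and Per3 fell by 2.34 ± 0.48 (adjusted p = 0.0129) and 1.36 ± 0.25 (adjusted p = 0.00209), and Dbp was at 8.71 ± 0.54 in young and 6.38 ± 1.11 in older skin (mean ± SD, n = 5). In all 8 genes were called, 2 higher and 6 lower (45 of 100 divisions gave as many), and 757 genes had an unadjusted p below 0.05 in limma. The 2 higher genes, chosen for naming after their values were seen, were Spon2 (1.05 ± 0.22) and Syne2 (1.15 ± 0.25). Clock genes fell in 2 of 15 (7 fell and 4 rose adjusted over the list alone, median -0.74, adjusted p = 0.00178, estimated adjusted p = 0.181), with Tef at -0.81 ± 0.20 (adjusted p = 0.0951). Of 20 hair follicle genes 0 passed over all genes but 10 rose adjusted over the list alone (median 1.68, adjusted p = 3.91e-20, estimated adjusted p = 0.195). Krt71 (3.10 ± 0.76), Krt27 (3.16 ± 0.80) and Krt25 (2.51 ± 0.72) were highest by adjusted p, and at 4 months Krt71 had an SD of 4.13. Interferon response genes (0 of 21 past, 3 fell adjusted over the list alone, adjusted p = 0.00155, estimated adjusted p = 0.599), MHC class II genes (0 of 8, adjusted p = 0.026, estimated adjusted p = 0.627) and cell cycle genes (0 of 23, adjusted p = 0.026, estimated adjusted p = 0.938) were lower as lists, with Irgm1 at -1.01 ± 0.29, H2-DMa at -0.41 ± 0.18 and Mcm3 at -0.56 ± 0.22. AS genes numbered 2 (82 of 100 divisions), Jak1 (1.24 at probe set 5055286, adjusted p = 0.00974) and Mmp3 (-1.52 at probe set 5478909, adjusted p = 0.0205), with diffSplice 0 and 495 at an unadjusted p below 0.05. Lmna, Cdkn2a, Nfkb1, Wbp11 and Dhx15 (between -0.16 and 0.37) passed neither test. The DE count was 68 and the AS count 158 without the 2 mice of the 6JA series, and the DE count 24 with the hair covariate.

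In skeletal muscle between 18 and 28 months Sln, sarcolipin, an inhibitor of the calcium pump of the sarcoplasmic reticulum, went from 3.69 ± 0.46 to 9.12 ± 1.39 (mean ± SD, n = 5), and Ankrd1, a muscle stress protein, rose by 3.23 ± 0.33 (SE, adjusted p = 7.26e-10). Mphosph6 (2.23 ± 0.69) and 3632451O06Rik (2.17 ± 0.25) also rose. Rps27, a ribosomal protein gene (-3.00 ± 0.65), 1810011O10Rik (-2.36 ± 0.48), Col3a1 (-2.27 ± 0.53) and Col15a1 (-2.18 ± 0.31) fell. In total 128 genes were called higher and 127 lower.

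Of 15 genes of denervation and the neuromuscular junction 5 rose and 0 fell between 18 and 28 months in muscle (5 adjusted over the list alone, adjusted p = 0.0156, estimated adjusted p = 0.461), including Chrna1, a subunit of the acetylcholine receptor (1.23 ± 0.18). Collagen and matrix genes fell in 13 of 25 (15 adjusted over the list alone, median -1.06, adjusted p = 1.15e-13, estimated adjusted p = 0.182), with Col6a2 at -1.92 ± 0.29 and Col6a1 at -1.53 ± 0.29. Neutrophil precursor markers rose in 5 of 13 (7 adjusted over the list alone, adjusted p = 0.00105, estimated adjusted p = 0.599), S100a8 by 1.65 ± 0.38 and Ngp by 1.80 ± 0.48. In the 28-month arrays Ngp varied with an SD of 2.69, and S100a8 changed sign to -0.03 when dim probe sets were left out. Immediate-early and heat-shock genes fell in 3 of 15 (8 fell and 1 rose adjusted over the list alone, median -0.93, adjusted p = 9.73e-05, estimated adjusted p = 0.436), Dnajb1 by 0.93 ± 0.28, Hspa1a by 1.31 ± 0.43 and Dusp1 by 1.18 ± 0.41. MHC class II genes fell in 2 of 8 (3 adjusted over the list alone, adjusted p = 0.0078, estimated adjusted p = 0.582), Cd74 by 1.25 ± 0.33 and H2-Ab1 by 1.20 ± 0.32. Lipid synthesis genes Elovl6 (2.03 ± 0.49), Dgat1 (1.04 ± 0.28) and Acaca (1.38 ± 0.47) rose without the list passing (3 of 17, adjusted p = 0.721). Splicing factor genes went both ways (6 of 63 rose and 6 fell, adjusted p = 0.592, median 0.04 but test downward), with Tia1 at -0.81 ± 0.17 and Snrnp200 at 0.58 ± 0.13. The study's RT-PCR list, chosen on skin arrays, also went both ways (4 of 10 rose and 2 fell, adjusted p = 0.788).

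In muscle 2523 genes were AS between 18 and 28 months (22.5% of those kept, diffSplice 813, 951 with the second test against the residual, 1568 to 3355 with single arrays left out). First were the glycogen branching enzyme gene Gbe1 (1.51 at probe set 5476634, adjusted p = 1.6e-21), the fast troponin T gene Tnnt3 (-2.00 at probe set 4938951), and Trrap at the same probe set 4796215 as in skin (2.44). Dhx15 (adjusted p = 9.14e-10), Wbp11 (0.0249) and Lmna (0.0259) were AS, Cdkn2a (0.101) was not, Nfkb1 was removed for its change of mean level. None of these 5 (between -0.37 and 0.34) rose or fell over all genes tested. With replicate number as a block in a fit of muscle alone 158 genes were DE.

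Muscle at 28 against 4 months showed a rise of Sln by 6.21 ± 0.66 (adjusted p = 9.31e-10) from a level below the arrays' lower quartile at 4 months. Igk-C (4.27 ± 0.64), Cxcl13 (3.97 ± 0.78) and Acsm3 (3.22 ± 0.46) also rose among separated genes, and Col3a1 (-2.55 ± 0.53), Col1a1 (-2.32 ± 0.52), Pcgf1 (-2.22 ± 0.82) and Col6a3 (-2.15 ± 0.44) fell. In all 275 genes were called higher and 182 lower. With the 18-to-28-month calls 106 genes were shared in direction, against 3.69 for independent lists, 0 simulated and a median of 55 with the 28-month arrays divided. With the 4-to-18-month calls 122 were shared, against 3.84, 0 and 51.5.

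Adipocyte markers rose in 10 of 14 in muscle at 28 against 4 months (median 1.45, adjusted p = 1.07e-05, estimated adjusted p = 0.535), with Retn at 2.31 ± 0.42. Beside them, lipid synthesis genes rose in 7 of 17 and fell in 2 (10 and 2 adjusted over the list alone, adjusted p = 0.026, estimated adjusted p = 0.816), Elovl6 by 2.43 ± 0.49. Macrophage markers rose in 9 of 19 (12 adjusted over the list alone, adjusted p = 9.73e-05, estimated adjusted p = 0.436), Lyz2 by 1.44 ± 0.25. Slow fibre markers rose in 5 of 7 (6 adjusted over the list alone, median 1.83, adjusted p = 0.00345, estimated adjusted p = 0.553), Myoz2 by 2.06 ± 0.48. Neutrophil precursor markers (7 of 13 rose, 8 adjusted over the list alone, adjusted p = 0.00105, estimated adjusted p = 0.599), with S100a8 at 1.61 ± 0.38, and the senescence list (4 of 15 rose, 5 adjusted over the list alone, adjusted p = 0.033, estimated adjusted p = 0.349), with the cell cycle inhibitor Cdkn1a at 2.54 ± 0.39, were also higher. Of 21 interferon response genes Irf7 rose by 0.98 ± 0.25 (1 adjusted over the list alone, adjusted p = 0.00777, estimated adjusted p = 0.713). Collagen and matrix genes fell in 11 of 25 and rose in 1 (adjusted p = 2.54e-07, estimated adjusted p = 0.461), with Col15a1 at -2.04 ± 0.31. Clock genes fell in 5 of 15 and rose in 2 (8 and 2 adjusted over the list alone, adjusted p = 0.00341, estimated adjusted p = 0.182), Per3 by 1.59 ± 0.25.

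Denervation genes rose in 6 of 15 and fell in 2 in the same comparison (adjusted p = 0.0765). Splicing factor genes fell in 5 of 63 and rose in 2 (adjusted p = 0.133), with Tia1 at -0.83 ± 0.17 and Dhx15 at 0.53 ± 0.14. In the study's RT-PCR list 3 of 10 rose (adjusted p = 0.849, chosen on skin arrays), Ccpg1 by 0.49 ± 0.13. Exon usage changed in 3014 genes (32.1%, diffSplice 1398). At the top by adjusted p were Trrap (2.66 at probe set 4796215, adjusted p = 4e-20) and Fkbp9 (2.10 at probe set 4361708). Lmna (adjusted p = 0.00194) and Wbp11 (0.0421) were AS, Cdkn2a, Nfkb1 and Dhx15 were removed. Lmna (-0.17 ± 0.19), Cdkn2a (0.32 ± 0.13, adjusted p = 0.0648), Nfkb1 (-0.30 ± 0.14) and Wbp11 (0.26 ± 0.19) did not pass in mean level. At 4 months 4 of the 5 muscle mice belonged to the ID series 6JA and 1 to the A series. Without the 6JA mice 172 genes were DE and 109 AS, with 1 young array left.

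Between 4 and 18 months in muscle, Igk-C, the immunoglobulin kappa constant gene, rose by 4.82 ± 0.64 (28.2-fold, adjusted p = 1.06e-06) and Igh by 1.81 ± 0.44, together with Gpr81, the lactate receptor gene (2.14 ± 0.34), and Sh3pxd2b (1.64 ± 0.30). Dbp fell by 2.22 ± 0.48, Fam131a by 1.57 ± 0.25, Ache, the acetylcholinesterase gene, by 1.54 ± 0.24 and Extl1 by 1.54 ± 0.20. In all 188 genes were called higher and 49 lower.

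In muscle at 18 against 4 months 9 of 14 adipocyte markers rose (13 adjusted over the list alone, median 1.55, adjusted p = 1.4e-10, estimated adjusted p = 0.204), Pparg by 1.66 ± 0.34 and Adipoq by 2.68 ± 0.55. Macrophage markers rose in 10 of 19 (median 0.85, adjusted p = 1.82e-07, estimated adjusted p = 0.195), Lyz2 by 1.30 ± 0.25, C1qa by 1.39 ± 0.32 and Csf1r by 1.04 ± 0.25. Immediate-early and heat-shock genes rose in 5 of 15 (6 adjusted over the list alone, median 0.96, adjusted p = 0.000293, estimated adjusted p = 0.473), Egr1 by 1.47 ± 0.34, Btg2 by 1.36 ± 0.36 and Zfp36 by 1.03 ± 0.28. Slow fibre markers rose in 3 of 7 (adjusted p = 0.000652, estimated adjusted p = 0.436), Atp2a2 by 0.97 ± 0.20, Myl2 by 2.66 ± 0.65 and Tnni1 by 1.63 ± 0.52. The senescence list (3 of 15 rose, 4 adjusted over the list alone, adjusted p = 0.00683, estimated adjusted p = 0.194) held Cdkn1a (1.84 ± 0.39), Ccl7 (1.58 ± 0.46) and Ccl2 (0.85 ± 0.28). Of 14 B cell and plasma cell markers 2 rose (adjusted p = 0.0272, estimated adjusted p = 0.74), Igk-C and Igh-6 (0.97 ± 0.31). Of 8 MHC class II genes H2-Eb1 rose by 0.79 ± 0.24 (3 rose adjusted over the list alone, adjusted p = 0.0243, estimated adjusted p = 0.614), with Cd74 at 0.99 ± 0.33, and of 17 lipid genes Agpat2 rose by 1.48 ± 0.43 (4 rose and 1 fell adjusted over the list alone, adjusted p = 0.026, estimated adjusted p = 0.816), with Lpl at 0.79 ± 0.28.

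Clock genes fell in 4 of 15 and rose in 2 in that comparison (adjusted p = 0.0592), Per3 by 1.28 ± 0.25, against a rise of Arntl by 1.47 ± 0.31. Splicing factor genes (1 of 63 rose and 5 fell, adjusted p = 0.334) included Prpf19 (-0.89 ± 0.22) and Ptbp1 (0.63 ± 0.16). Denervation genes (3 of 15 rose and 1 fell, adjusted p = 0.721, mean 0.01 but median -0.15 and test downward) included Chrne (-0.75 ± 0.19). AS genes numbered 705 (6.75%, diffSplice 67), but 13 of 100 divisions gave as many, and single arrays left out gave 81 to 2861. Ranked first were Syne2 (-1.83 at probe set 5456291, adjusted p = 3.69e-13) and Prkdc (-1.46 at probe set 5610786), with Dhx15 (adjusted p = 0.00457) and Wbp11 (0.0224) AS and Nfkb1 (0.0697), Cdkn2a (0.199) and Lmna (0.608) not. The mean levels of the last 5 (between -0.06 and 0.19) did not pass. Without the 6JA mice 10 genes were DE and 0 AS (the remaining 4-month array was nearer to the 18-month mean for 156 of the 237 DE genes). In that case H2-Eb1 (-0.36), Egr1 (-0.41), Btg2 (-1.0), Zfp36 (-0.33) and Csf1r (-0.14) changed sign. A fit of muscle alone gave 35 DE genes. Without that array (4-month replicate 1), which stood apart from its group, 438 genes were DE and 2739 AS.

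In bone between 4 and 18 months Dmp1, a matrix protein gene of osteocytes, fell by 2.28 ± 0.25 (adjusted p = 3.88e-09), Mepe by 1.83 ± 0.26 and Sost, the gene of the bone formation inhibitor sclerostin, by 2.07 ± 0.29. Slc13a5, a citrate transporter gene (-2.66 ± 0.30), Sema3d (-2.58 ± 0.33) and the protease gene Prss35 (6.13 ± 0.36 to 3.87 ± 0.14, mean ± SD, n = 5) also fell. Igh rose by 3.11 ± 0.44, Igh-3 by 2.89 ± 0.70, Ighg1 by 2.56 ± 0.52 and 2010001M09Rik, the plasma cell gene now named Mzb1, by 2.32 ± 0.36 (1.61 without the outlying 18-month replicate 1, and Dmp1 -1.78). In all 17 genes were called higher and 60 lower.

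In bone at 18 against 4 months 6 of 12 osteoblast and osteocyte markers fell (9 adjusted over the list alone, median -1.06, adjusted p = 1.71e-21, estimated adjusted p = 0.000369), one of the 3 calls that held with an estimated correlation. Collagen and matrix genes fell in 4 of 25 (13 adjusted over the list alone, median -0.81, adjusted p = 3.82e-17, estimated adjusted p = 0.16), Fap by 1.30 ± 0.29 and Adamts2 by 0.98 ± 0.24. B cell and plasma cell markers rose in 3 of 14 (5 adjusted over the list alone, median 0.73, adjusted p = 8.65e-08, estimated adjusted p = 0.182), with Derl3 at 1.35 ± 0.29 and Igh-6 at 1.13 ± 0.31. Respiratory chain genes rose in 2 of 27 (9 adjusted over the list alone, adjusted p = 1.18e-11, estimated adjusted p = 0.307), Ndufa10 by 0.51 ± 0.12 and Ndufv2 by 0.64 ± 0.17. Markers of muscle fibres were higher as lists with 0 members past over all genes. Fast fibre markers had a median of 1.56 (1 of 14 rose adjusted over the list alone, adjusted p = 4.91e-07, estimated adjusted p = 0.553), with Myh2 at 2.53 ± 0.77. Slow fibre markers had one of 1.35 (3 of 7 rose adjusted over the list alone, adjusted p = 0.000431, estimated adjusted p = 0.414), with Myl2 at 1.90 ± 0.65. Likewise with 0 members past over all genes, MHC class II (adjusted p = 0.0085, estimated adjusted p = 0.592, H2-Oa 0.79 ± 0.34), interferon response (adjusted p = 0.0141, estimated adjusted p = 0.76, Oas3 0.42 ± 0.14) and neutrophil precursor genes (adjusted p = 0.0386, estimated adjusted p = 0.816, Cebpe 0.46 ± 0.17) were higher with 0 members past adjusted over the list alone. Osteoclast markers (adjusted p = 0.0315, estimated adjusted p = 0.322, Oscar 0.42 ± 0.13) and macrophage markers (adjusted p = 0.0432, estimated adjusted p = 0.799, Vsig4 2.22 ± 0.67) were higher with 1 member each past adjusted over the list alone.

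In bone 132 genes were AS between 4 and 18 months (1.25%, diffSplice 20, 16 of 100 divisions). Leading by adjusted p were Spnb2 (0.96 at probe set 5270878, adjusted p = 7.84e-06) and Myh9 (-1.21 at probe set 4327246). Lmna, Cdkn2a, Nfkb1, Wbp11 and Dhx15 were not AS (adjusted p between 0.178 and 0.948) and their mean levels (between -0.14 and 0.07) did not pass. The DE count was 51 in a fit of bone alone, and the AS count was 14 without the 18-month replicate 2.

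From 18 to 28 months in bone, the chemokine gene Cxcl13 rose by 3.15 ± 0.78, the apolipoprotein gene Apoc1 from 3.18 ± 0.18 to 6.24 ± 1.04 (mean ± SD, n = 5), Ccl24 by 2.27 ± 0.35 and Cxcl9 by 2.25 ± 0.44. Prg3 (-2.77 ± 0.26, adjusted p = 3.1e-11) and Ear6 (-2.73 ± 0.27, with 1 outlying 18-month array), granule protein genes of eosinophils, the lipoxygenase gene Alox15 (-2.19 ± 0.53) and Fn3k (-1.73 ± 0.24) fell among separated genes. In all 118 genes were called higher and 57 lower.

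Osteoclast markers rose in 5 of 11 in bone between 18 and 28 months (6 adjusted over the list alone, median 0.51, adjusted p = 4.84e-09, estimated adjusted p = 0.000611), among them Tm7sf4 (1.03 ± 0.11), Oscar (0.90 ± 0.13) and Calcr, the calcitonin receptor gene (0.33 ± 0.09). Macrophage markers rose in 9 of 19 (12 rose and 2 fell adjusted over the list alone, median 0.87, adjusted p = 7.67e-09, estimated adjusted p = 0.181), Fcgr1 by 1.30 ± 0.20 and Emr1 by 1.42 ± 0.27. MHC class II genes rose in 4 of 8 (6 adjusted over the list alone, adjusted p = 1.93e-08, estimated adjusted p = 0.1), H2-DMa by 0.96 ± 0.18 and H2-Aa by 1.31 ± 0.27. NF-kB signalling (3 of 19 rose, 4 adjusted over the list alone, adjusted p = 7.37e-08, estimated adjusted p = 0.181), with Icam1 at 0.62 ± 0.16, Nfkbia at 0.82 ± 0.23 and Vcam1 at 0.84 ± 0.25, interferon response (2 of 21 rose, 7 adjusted over the list alone, adjusted p = 3.3e-07, estimated adjusted p = 0.284), with Gbp2 at 2.08 ± 0.41, Gbp3 at 1.15 ± 0.34 and Oas2 at 0.54 ± 0.18, and the senescence list (4 of 15 rose, 5 adjusted over the list alone, adjusted p = 0.000306, estimated adjusted p = 0.085), with the collagenase gene Mmp13 at 1.49 ± 0.13, Ccl8 at 2.21 ± 0.49 and Igfbp3 at 1.56 ± 0.42, were higher. Osteoblast and osteocyte markers rose in 3 of 12 (4 adjusted over the list alone, adjusted p = 0.026, estimated adjusted p = 0.599), Spp1 by 1.29 ± 0.30, Ibsp by 0.60 ± 0.14 and Dmp1 by 0.84 ± 0.25, though Dmp1 did not pass without the outlying 18-month replicate 1 (0.34, adjusted p = 0.376). Lipid synthesis (2 of 17 rose, adjusted p = 0.0373, estimated adjusted p = 0.841, Pnpla2 0.93 ± 0.26, Scd1 1.52 ± 0.44), adipocyte (1 of 14 rose, 4 adjusted over the list alone, adjusted p = 0.000368, estimated adjusted p = 0.599, Cfd 1.91 ± 0.54, Cidec 1.53 ± 0.48) and clock genes (1 of 15 rose, adjusted p = 0.00416, estimated adjusted p = 0.19, Per1 1.32 ± 0.39, Bhlhe40 0.70 ± 0.26) were higher as well, as were fast muscle fibre markers with 0 of 14 past either way (adjusted p = 0.0485, estimated adjusted p = 0.938, Myh2 1.24 ± 0.77).

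Erythroid markers fell in 5 of 9 in the same bones (8 adjusted over the list alone, median -1.37, adjusted p = 2.15e-08, estimated adjusted p = 0.195), Klf1 by 1.38 ± 0.30, Gata1 by 0.65 ± 0.15 and Ermap by 1.37 ± 0.34. B cell and plasma cell markers fell in 4 of 14 (8 adjusted over the list alone, median -0.94, adjusted p = 1.1e-06, estimated adjusted p = 0.21), Vpreb3 by 1.62 ± 0.22 and Fcrla by 1.44 ± 0.34, and 2010001M09Rik by 1.21 ± 0.36, but by 0.50 without the 18-month replicate 1 (adjusted p = 0.349). Cell cycle genes fell in 1 of 23 (2 adjusted over the list alone, median -0.57, adjusted p = 2.58e-07, estimated adjusted p = 0.599), Birc5 by 0.73 ± 0.19, with Cdc20 at -0.68 ± 0.22. Neutrophil precursor markers did not pass (adjusted p = 0.982). T cell markers split, with 2 of 18 rising and 2 falling (10 and 4 adjusted over the list alone, adjusted p = 0.0155, estimated adjusted p = 0.799): Cd4 rose by 1.85 ± 0.37, and Rag1 and Dntt, used in antigen receptor rearrangement by precursors of B and T cells alike, fell by 2.50 ± 0.29 and 1.50 ± 0.20. AS genes numbered 56 (0.562%, diffSplice 1, 22 of 100 divisions). Smallest in adjusted p were Dhx9 (1.08 at probe set 4864639, adjusted p = 0.000442) and 8030451F13Rik (-2.23 at probe set 5449803). Lmna, Cdkn2a, Nfkb1, Wbp11 and Dhx15 (between -0.16 and 0.12) changed in neither test. The 28-month replicate 5 stood apart from its group. Without it 101 genes were DE and 12 AS, Klf1 (-0.69), Ermap (-0.58) and Gata1 (-0.36, no longer past) fell less, 2010001M09Rik lost its call, and Vpreb3 and Fcrla kept theirs.

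**Figure D3:**
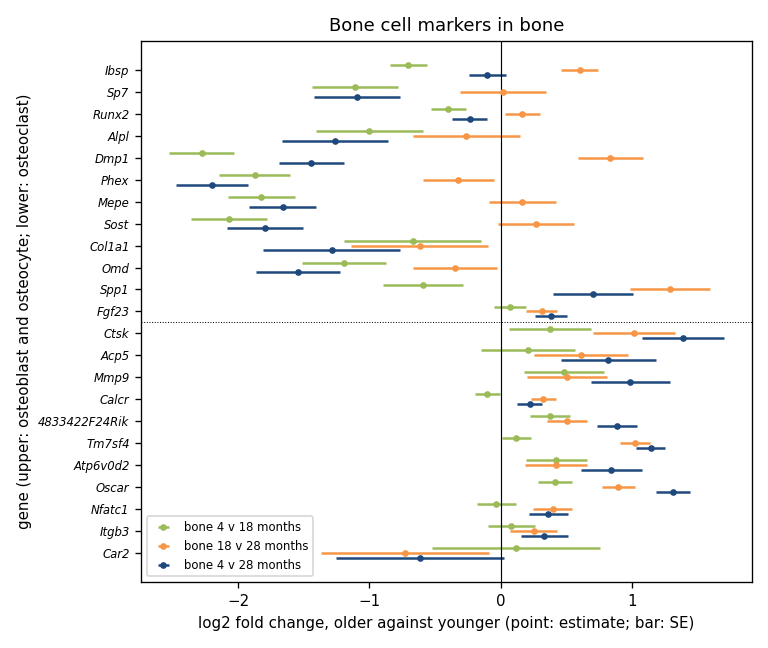
Log2 fold changes (x axis, point and SE bar) of osteoblast and osteocyte markers (upper part) and osteoclast markers (lower part) in bone in the 3 comparisons of ages, 5 arrays per age. Oscar lies at 0.42 between 4 and 18 months and at 0.90 between 18 and 28 months.

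Over the widest span in bone, 4 to 28 months, Sema3d fell by 3.02 ± 0.33, Rag1 by 3.01 ± 0.29, Col11a1 by 2.88 ± 0.46 and Prss35 by 2.75 ± 0.19 (adjusted p = 1.53e-16). Actn2 (4.10 ± 0.74) and 8030451F13Rik, the slow-muscle gene now named Mybpc1 (3.87 ± 0.73), rose among separated genes, with Cxcl13 (3.87 ± 0.78) and Ccl5 (3.64 ± 0.52). In all 325 genes were called higher and 127 lower. Of these, 134 were shared in direction with the 18-to-28-month calls, against 2.88 for independent lists, 0 simulated and a median of 58 with the 28-month arrays divided, and 46 with the 4-to-18-month calls, against 0.832, 0 and 27.

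In bone at 28 against 4 months osteoclast markers rose in 6 of 11 (9 adjusted over the list alone, median 0.85, adjusted p = 1.93e-08, estimated adjusted p = 0.000842), Oscar by 1.31 ± 0.13. Osteoblast and osteocyte markers fell in 7 of 12 and rose in 1 (8 and 2 adjusted over the list alone, adjusted p = 5.84e-05, estimated adjusted p = 0.195), with Phex at -2.20 ± 0.27. MHC class II genes rose in 7 of 8 (8 adjusted over the list alone, adjusted p = 5.72e-09, estimated adjusted p = 0.085), H2-DMa by 1.24 ± 0.18. Macrophage markers rose in 12 of 19 and fell in 1 (adjusted p = 2.09e-08, estimated adjusted p = 0.182), with Fcgr1 at 1.40 ± 0.20. Interferon response genes rose in 13 of 21 (14 adjusted over the list alone, adjusted p = 4.06e-08, estimated adjusted p = 0.21), Gbp2 by 2.19 ± 0.41. NF-kB signalling genes rose in 6 of 19 (8 adjusted over the list alone, adjusted p = 1.22e-05, estimated adjusted p = 0.233), Icam1 by 0.78 ± 0.16. T cell markers rose in 10 of 18 and fell in 4 (11 and 4 adjusted over the list alone, adjusted p = 0.00368, estimated adjusted p = 0.708), with Cd4 at 2.31 ± 0.37 and Dntt at -1.52 ± 0.20. Respiratory chain genes rose in 8 of 27 (12 adjusted over the list alone, adjusted p = 1.26e-06, estimated adjusted p = 0.596), Ndufa10 by 0.60 ± 0.12. Lipid synthesis genes (3 of 17 rose, adjusted p = 0.0102, estimated adjusted p = 0.799), with Pnpla2 at 1.34 ± 0.26, and adipocyte markers (3 of 14 rose, adjusted p = 0.00848, estimated adjusted p = 0.799), with Cfd at 2.12 ± 0.54, were higher.

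Muscle fibre markers were higher in the same 28-month bones, the fast ones in 6 of 14 (13 adjusted over the list alone, median 2.26, adjusted p = 2.06e-06, estimated adjusted p = 0.596), Myh2 by 3.77 ± 0.77, and the slow ones in 3 of 7 (3 adjusted over the list alone, adjusted p = 0.00773, estimated adjusted p = 0.599), Myoz2 by 2.33 ± 0.48. Collagen and matrix genes fell in 11 of 25 and rose in 1 (16 and 1 adjusted over the list alone, adjusted p = 5e-06, estimated adjusted p = 0.553), with Lum at -2.53 ± 0.41. Erythroid markers fell in 4 of 9 (8 adjusted over the list alone, adjusted p = 0.000384, estimated adjusted p = 0.553), Ermap by 1.36 ± 0.34 and Klf1 by 1.18 ± 0.30. Cell cycle genes fell in 2 of 23 (adjusted p = 0.00103, estimated adjusted p = 0.805), Birc5 by 0.67 ± 0.19. The senescence list (3 of 15 rose and 1 fell, adjusted p = 0.139, median -0.03 but mean 0.28 and test upward), with Mmp13 at 1.15 ± 0.13, and the splicing factors (1 of 63 rose and 3 fell, adjusted p = 0.783), with Tial1 at -0.38 ± 0.11, did not pass. AS genes numbered 1877 (24.0%, diffSplice 562). First by adjusted p were Abcc5 (-1.02 at probe set 5283813, adjusted p = 2.39e-13) and Col1a1 (-1.20 at probe set 5534073). Nfkb1 (adjusted p = 0.0036) was AS, Wbp11 (0.0742), Dhx15 (0.0912), Lmna (0.473) and Cdkn2a (0.883) were not. Their mean levels (between -0.18 and 0.16) did not pass. The AS count was 872, 1029 and 889 without the 28-month replicates 3, 4 and 5.

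The thymus, where T cells mature, was compared between 4 and 18 months. Ighg1 went from 5.37 ± 0.45 to 8.56 ± 1.25 (mean ± SD, n = 5), 9.16-fold, 2010001M09Rik rose by 2.19 ± 0.36, Igh by 2.10 ± 0.44, and Gpnmb, a glycoprotein gene of macrophages, by 2.24 ± 0.44. In all 29 genes were called higher and 1 lower, Tbrg3 (-1.18 ± 0.28, adjusted p = 0.0205), named after its value was seen. Of 14 B cell and plasma cell markers 2 rose (8 adjusted over the list alone, median 0.93, adjusted p = 1.06e-11, estimated adjusted p = 0.085), including Blk (1.77 ± 0.34), with Cd79a at 2.26 ± 0.66. Macrophage markers rose in 3 of 19 (9 adjusted over the list alone, median 0.62, adjusted p = 2.76e-12, estimated adjusted p = 0.085), with Lyz2 at 1.03 ± 0.25 and Cd5l at 1.59 ± 0.39. Of 15 senescence genes Ccl8 rose by 1.86 ± 0.49 (1 adjusted over the list alone, adjusted p = 0.00159, estimated adjusted p = 0.165), with Cdkn1a at 1.03 ± 0.39. With 0 members past over all genes, adipocyte markers (3 of 14 rose adjusted over the list alone, adjusted p = 3.64e-06, estimated adjusted p = 0.473), with Pparg at 1.10 ± 0.34, respiratory chain genes (adjusted p = 0.00444, estimated adjusted p = 0.816), with Ndufa10 at 0.31 ± 0.12, MHC class II genes (adjusted p = 0.0168, estimated adjusted p = 0.599), with H2-DMb1 at 0.56 ± 0.25, and immediate-early and heat-shock genes (2 of 15 rose adjusted over the list alone, adjusted p = 0.0316, estimated adjusted p = 0.786), with Jun at 0.81 ± 0.26, were higher as lists. Splicing factors (0 of 63 past either way, median -0.12, adjusted p = 1.51e-05, estimated adjusted p = 0.466), with Rbm25 at -0.49 ± 0.19, and cell cycle genes (0 of 23, adjusted p = 0.0243, estimated adjusted p = 0.938), with Tyms at -0.40 ± 0.22, were lower. None of the 12 thymic epithelium markers passed (adjusted p = 0.294), and in no comparison did that list pass (lowest adjusted p = 0.101, in skin between 4 and 18 months).

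In the thymus 120 genes were AS (1.16%, diffSplice 12, 14 of 100 divisions). At the top by adjusted p were Syne1 (-1.41 at probe set 4598857, adjusted p = 5.52e-18) and Ddx17 (-1.07 at probe set 4312502). Lmna (0.07 ± 0.19), Cdkn2a (0.29 ± 0.13), Nfkb1 (0.06 ± 0.14), Wbp11 (-0.14 ± 0.19), Dhx15 (-0.11 ± 0.14) passed neither test. The DE count was 55 in a fit of thymus alone.

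In white adipose tissue between 4 and 18 months, the clock gene Arntl rose from 4.38 ± 0.60 to 7.04 ± 0.70 (mean ± SD, n = 5), and Nfil3 by 2.37 ± 0.45, while Dbp fell by 3.19 ± 0.48 and Per3 by 1.44 ± 0.25. Cdkn1a (2.13 ± 0.39) and Ccl7 (1.96 ± 0.46) also rose, and Mthfd1l (-1.81 ± 0.29) and Cirbp (-1.53 ± 0.37) fell. In all 43 genes were called higher and 157 lower (12 of 100 divisions gave as many). The lowest of all, named after their values were seen, were Crisp1 (-3.95 ± 1.02), Rnase9 (-3.65 ± 0.85) and Spink8 (-3.61 ± 0.83), genes known from the epididymis. The mean of 6 such genes was 11.61 or higher in the 4-month replicates 4 and 5 and 2.92 or lower in the other 8 adipose arrays. Without those 2 arrays 16 genes were DE and 192 AS, and of the list members below 1 senescence and 2 clock genes rose, 4 clock genes fell and 0 interferon response or MHC class II genes passed. The list medians were then 0.19 (senescence), -0.43 (clock), 0.39 (interferon) and -0.57 (MHC class II), against 0.23, -0.39, 0.35 and -0.41 with all arrays. The clock list moved both ways (4 of 15 rose and 6 fell, 6 and 6 adjusted over the list alone, adjusted p = 0.594). Senescence genes rose in 4 of 15 and fell in 1 (5 and 1 adjusted over the list alone, adjusted p = 0.000207, estimated adjusted p = 0.085), with Ccl2 at 1.04 ± 0.28. Interferon response genes rose in 2 of 21 (9 adjusted over the list alone, adjusted p = 1.26e-06, estimated adjusted p = 0.322), Ifit1 by 1.65 ± 0.37 and Oas2 by 0.68 ± 0.18. Of 8 MHC class II genes H2-DMa fell by 0.68 ± 0.18 (1 adjusted over the list alone, adjusted p = 0.0193, estimated adjusted p = 0.599), with H2-Eb1 at -0.45 ± 0.24. With 0 members past over all genes, respiratory chain genes were lower (0 of 27 adjusted over the list alone, adjusted p = 0.000401, estimated adjusted p = 0.74), with Atp5b at -0.28 ± 0.09. Immediate-early and heat-shock genes (0 of 15 adjusted over the list alone, adjusted p = 0.0432, estimated adjusted p = 0.799), with Hsph1 at 1.09 ± 0.39, and fast muscle fibre markers (4 of 14 rose adjusted over the list alone, adjusted p = 3.38e-06, estimated adjusted p = 0.599), with Atp2a1 at 2.74 ± 0.90, were higher. Atp2a1 had an SD of 3.57 at 18 months against 0.13 at 4 months.

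In adipose tissue 568 genes were AS (5.18%, diffSplice 46, 19 of 100 divisions). Ranked first were Atf7ip (1.16 at probe set 4628682, adjusted p = 2.89e-11) and Spnb2 (1.42 at probe set 4636027). Dhx15 was AS (adjusted p = 0.019). Lmna, Cdkn2a, Nfkb1 and Wbp11 (between -0.12 and 0.15) passed neither test, and the mean level of Dhx15 (0.03 ± 0.14) did not pass. In a fit of adipose tissue alone 0 genes were DE.

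The mean change over tissues was also tested, which 1 tissue alone can carry. Between 4 and 18 months the mean over 5 tissues rose for Igh (1.61 ± 0.20, from 0.11 in skin to 3.11 in bone), Igk-C (2.05 ± 0.29, from 0.79 in thymus to 4.82 in muscle) and Arntl (1.11 ± 0.14, from 0.06 in thymus to 2.66 in adipose tissue) and fell for Dbp (-1.72 ± 0.21) and Per3 (-0.90 ± 0.11), whose changes were smallest in bone (-0.08 and -0.19) and largest in adipose tissue (adjusted p = 3.01e-07 for all but Igk-C, 6.54e-06). In all 15 genes were called, 14 higher and 1 lower, the lower one being Dbp. Over the 3 tissues with 3 ages, 7 genes were called between 4 and 18 months (Dbp, -1.55 ± 0.28, the 1 lower, 6 of 100 divisions), 99 between 4 and 28 months (58 higher and 41 lower) and 94 between 18 and 28 months (37 higher and 57 lower). The smallest adjusted p belonged to Prss35 (-0.81 ± 0.11) and Col24a1 (-0.83 ± 0.11), which fell mainly in bone (-2.26 and -2.18, against -0.28 to 0.11 elsewhere), and Per3 (-0.94 ± 0.14) in the first. In the second it belonged to Pdgfrl (-1.66 ± 0.13, skin -3.55), Loxl2 (-1.58 ± 0.14, from -1.76 to -1.24) and 4930506M07Rik (0.94 ± 0.09, bone 1.88), and in the third to Hgsnat (0.61 ± 0.07, bone 1.53 but skin 0.11 and muscle 0.20), 4930506M07Rik (0.76 ± 0.09, bone 1.47) and Glul (1.03 ± 0.13, from 0.55 to 1.67). AS genes numbered 1125 (10.6%, 5 of 100 divisions) across 5 tissues, and across 3 tissues 363 between 4 and 18 months (7 of 100 divisions), 3182 between 4 and 28 months and 4246 between 18 and 28 months, but 406, 117, 1239 and 1705 with the second test against the residual.

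Age effects differed between tissues in 409 genes between 4 and 18 months (5 tissues, 5 of 100 divisions), and over 3 tissues in 5709 between 4 and 28 and 3703 between 18 and 28 months. The 4-month mice differed by tissue, so the first 2 counts may also reflect mice. The change from 18 to 28 months differed from that between 4 and 18 months in 628 genes in skin, with Krt71 (-10.48 ± 1.32), Krt27 (-10.40 ± 1.38) and A030004J04Rik (-8.56 ± 1.19). In muscle there were 1227 such genes, with Syt9 (-1.68 ± 0.22), Kcnf1 (-2.30 ± 0.30) and Arrdc2 (2.50 ± 0.35), and in bone 98 (8 of 100 divisions), with Mmp13 (1.83 ± 0.23), Dmp1 (3.12 ± 0.43, its changes being -1.78 and 0.34 without the 18-month replicate 1) and Hgsnat (1.37 ± 0.20).

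Over skin, muscle and bone the mean number of DE genes was 107 (SD 117) between 4 and 18 months and 465 (SD 18.9) between 4 and 28 months, and of AS genes 280 (SD 374) and 2827 (SD 871). The 4-to-28-month count was larger in all 3 tissues, but with 3 tissues the exact permutation test (two-sided) cannot go below p = 0.1, the value reached for both. Of 8 comparisons of the spread of exon usage between mice of one age none passed, though with 5 against 5 arrays the exact test cannot pass for 1 comparison alone once adjusted. At 28 against 4 months muscle was 0.0818 higher (exact permutation p = 0.0317) and bone 0.0847 lower (exact permutation p = 0.0238, adjusted p = 0.127 for both).

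**Figure D4:**
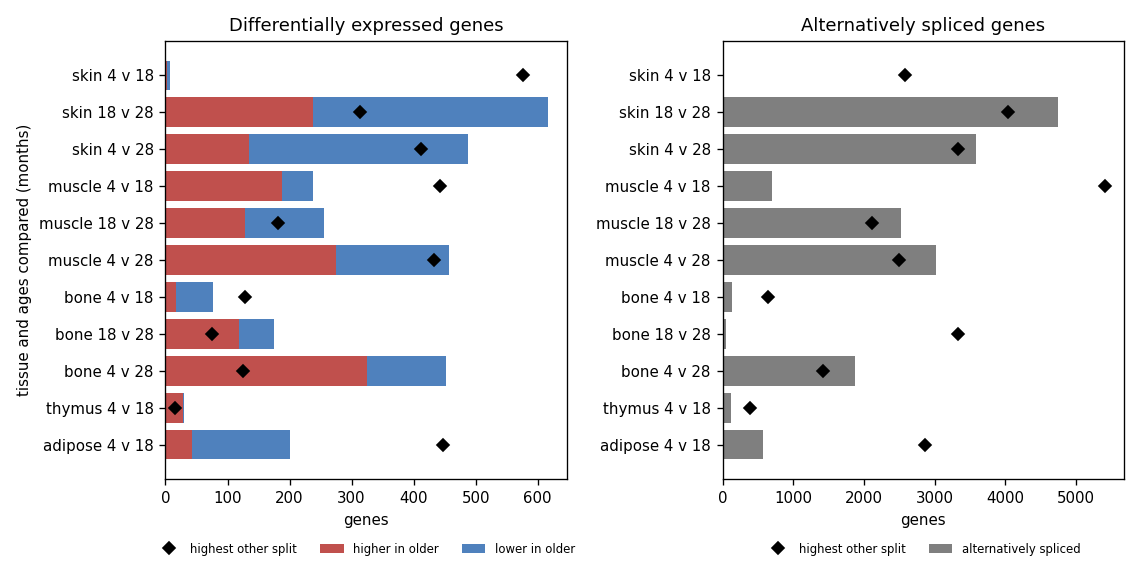
Numbers of DE and AS genes (x axes) in each comparison (y axis), 5 arrays per age. Diamonds mark the highest other division of the same arrays. DE counts run from 8 to 616 and AS counts from 2 to 4743.

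Genes of the splicing machinery were compared with all other genes for their share of AS genes, with Fisher's exact test and with a test stratified by number of probe sets. In skin 83.3% of the kept splicing factor genes were AS between 18 and 28 months against 52.9% of other genes (adjusted p = 0.000443, stratified 0.0296), and 75.6% against 37.9% between 4 and 28 months (7.43e-06, stratified 0.000563). In muscle between 18 and 28 months the shares were 50% and 22.4% (0.000213, stratified 0.00551), and across 3 tissues between 18 and 28 months 72.7% and 42.0% (0.000172, stratified 0.0104). Shares across 5 tissues (36% and 10.5%, 1.25e-05, stratified 0.000533) and across 3 tissues between 4 and 18 months (17.9% and 3.08%, 4.23e-05, stratified 0.000533) also differed, but rest on AS counts for which chance could not be excluded. In muscle (adjusted p = 0.0241, stratified 0.292), bone (0.0389, stratified 0.292) and 3 tissues (0.00248, stratified 0.0803) between 4 and 28 months, and in adipose tissue (0.0241, stratified 0.159), the higher share did not hold once stratified. Within tissues 6 of 11 comparisons passed without strata, but 3 with the diffSplice test, 2 with age tested against the residual and 3 with at least 5 probe sets per gene. The study's RT-PCR list did not pass as a list in any comparison (10 members, lowest adjusted p = 0.284, in bone between 4 and 28 months), and outside the later 2 skin comparisons at most 2 of its genes were AS in any.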

Values the study reported

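The study reported between 0 and 1886 alternatively spliced genes per comparison, with the 1886 (30.4%) in skin between 18 and 28 months, and 158 across 5 tissues between 4 and 18 months. Its differentially expressed genes between 4 and 18 months were 8 for skin, 248 for muscle, 79 for bone, 34 for thymus and 0 for adipose tissue, and 662 for skin between 18 and 28 months.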

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

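The tests of the weighed patterns, and the divisions of arrays for the AS counts within a tissue, were chosen only after the results were seen, and for the intensity trend, the dim probe sets and hair state in exon usage what would count against them was also written down after a value had been seen. Of 185 groups of 5 arrays examined, 13 held an array far from the other 4, and chance gives about 1 in 20, or 9.25. In bone at 18 months replicate 1 was highest in spread of exon usage (0.375), 2010001M09Rik (9.69) and Cxcl9 (5.80) and lowest in Dmp1 (6.32), and replicate 2 was highest in Ear6 (12.06). The mean correlation with the own group was low for replicate 5 of bone at 28 months (0.967), which was also lowest in Fn3k (2.93), and for replicate 1 of muscle at 4 months (0.975), which was highest in Sln (3.25). Cpz was low in replicate 2 of skin at 4 months (7.92), 1810011O10Rik in replicate 1 of muscle at 28 months (3.97) and Gpnmb in replicate 2 of thymus at 18 months (5.95), and Per3 was high in replicate 3 of adipose tissue at 4 months (7.79).

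Age effects differed by test between tissues in 409, 5709 and 3703 genes (4 to 18, 4 to 28, 18 to 28 months), and between the later and the earlier period in 628 genes in skin, 1227 in muscle and 98 in bone. Of 100 divisions 5 gave as many for the first (highest other 758) and 8 for bone (1521), so chance could not be excluded there. It could for the others, at 1 of 100 (highest other 997 and 343), 4 in skin (2304) and 1 in muscle (1205).

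For DE genes chance could be excluded, with 1 of 100 divisions giving as many, for skin between 18 and 28 months (616, highest other 313) and between 4 and 28 months (487 and 412), muscle (255 and 182, and 457 and 433), bone (175 and 75, and 452 and 125) and thymus (30 and 16), and with 4 of 100 for muscle between 4 and 18 months (237 and 443) and 3 of 100 for bone between 4 and 18 months (77 and 128). It could not for skin between 4 and 18 months (8 and 576, 45 of 100) or adipose tissue (200 and 448, 12 of 100). For AS genes it could be excluded, at 1 of 100, between 18 and 28 and between 4 and 28 months in skin (4743 and 4042, and 3589 and 3338) and muscle (2523 and 2117, and 3014 and 2492) and between 4 and 28 months in bone (1877 and 1423). It could not between 4 and 18 months in skin (2 and 2580, 82 of 100), muscle (705 and 5408, 13 of 100), bone (132 and 642, 16 of 100), thymus (120 and 394, 14 of 100) and adipose tissue (568 and 2862, 19 of 100), or between 18 and 28 months in bone (56 and 3327, 22 of 100). Across tissues it could be excluded, at 1 of 100, for DE genes across 5 tissues (15 and 3) and for DE and AS genes across 3 tissues between 4 and 28 months (99 and 26, 3182 and 1780) and between 18 and 28 months (94 and 29, 4246 and 1339). It could not for AS genes across 5 tissues (1125 and 1995, 5 of 100) or between 4 and 18 months across 3 tissues (DE 7 and 84, 6 of 100, and AS 363 and 1880, 7 of 100). Divisions that call several times the real number, as in skin between 4 and 18 months, point to a structure of the samples other than age. In muscle the highest divisions between 4 and 18 months (443 and 5408) and between 4 and 28 months (433 and 2492) put the 4 mice of the ID series 6JA on one side and the A-series mouse on the other. Without the 6JA mice 1 young array was left, its spread taken from other groups (DE) or the older arrays (AS). Such counts do not show a series effect.

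The large AS counts between 18 and 28 months in skin and muscle were weighed against technical sources. After removal of each array's trend with intensity 4833 genes in skin (highest other division 4069) and 2592 in muscle (2182) remained above all divisions, which argues against that trend as the whole source. With brighter probe sets only, 3560 genes in skin (3270) and 2106 in muscle (1576) were the highest of 100 divisions, 1 of 100 each, but these divisions were recomputed after the first comparison, with divisions of all probe sets (4042 and 2117), had not been exceeded. Removing a pattern that also varies between adipose arrays of one age left 4355 in skin (1704) and 1997, from 2523, in muscle (2116). The muscle count was below its highest division, so the pattern may be part of it. The pattern separates the ages in both tissues, so removal also takes out age. Of the 3 adipose arrays highest in it, 2 also held epididymis genes. In skin the hair covariate left 743 AS genes, its shufflings within age a median of 1670, and 7 of 100 left as few. Hair values separate these ages, so this cannot decide and hair state stays open. The plain reading, changed after 7 was seen (within the binomial spread of 5), would have counted against it.

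Lower collagen and matrix genes in skin at 28 than at 18 months may come from the state of the hair follicles, but 14 of 25 members were lower with the hair covariate, against 18 without, which argues against it as the whole cause there.

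The calls in muscle between 4 and 18 months could reflect the ID series, since 69.2% of the called genes moved the same way between the series in 4-month skin. The 9 other ways to take 2 of the 5 mice there gave 29.1% to 66.7%, so the real series gave the highest of all 10, but over all genes it was 59.9% and the limit of 75% set beforehand was not reached. Series and age cannot be told apart here.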

How the results depend on the processing

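The tests that remove the intensity trend or the adipose pattern, use the hair covariate, leave out arrays that stood apart or held epididymis genes, or change the error term across tissues were chosen only after the data were seen, and the others before the data were examined. Counts in skin, muscle and bone are given for 4 to 18, 18 to 28 and 4 to 28 months in this order where 3 values stand together. With 5 arrays per group, array signal that saturates at high and fades into background at low levels, and background corrections that could not be run from processed values, the cause of these shifts was not tested. In a fit of each tissue alone the DE counts were 0, 393 and 296 in skin, 35 in muscle and 51 in bone between 4 and 18 months, 55 in thymus and 0 in adipose tissue. With a replicate block added they were 0, 303 and 225 in skin, 17 and 158 in muscle and 41 and 108 in bone (first and second period), 49 in thymus and 0 in adipose tissue, though replicates share only a number. The median over probe sets gave 944 and 786 DE genes in skin (18 to 28, 4 to 28 months), 424 in muscle between 18 and 28 months, 12 and 152 across 3 tissues (4 to 18, 4 to 28 months) and 241 genes whose change differed between 5 tissues. Probe sets of at least 5 gave 1115 and 906 DE genes in skin (18 to 28, 4 to 28 months), 471, 441 and 895 in muscle, 123 and 808 in bone (4 to 18, 4 to 28 months) and 62 in thymus, turned S100a8 in muscle between 18 and 28 months to -0.026, and gave 5 AS genes in skin and 456 in muscle between 4 and 18 months, 19 and 1231 in bone (18 to 28, 4 to 28 months) and 228 across 3 tissues between 4 and 18 months. Without the 6JA mice DE counts were 68 in skin and 10 in muscle between 4 and 18 months and 172 in muscle between 4 and 28 months, AS counts 158 and 1705 in skin and 0 and 109 in muscle (4 to 18, 4 to 28 months), and in muscle between 4 and 18 months H2-Eb1 (-0.36), Egr1 (-0.41), Btg2 (-1.0), Zfp36 (-0.33) and Csf1r (-0.14) turned. Without arrays that stood apart 441 DE and 2739 AS genes were called in muscle between 4 and 18 months, 104 and 12 in bone between 18 and 28 months, and 889 AS genes in bone between 4 and 28 months. Without the 2 adipose arrays with epididymis genes 16 DE and 192 AS genes were called there. The hair covariate gave 24 DE genes in skin between 4 and 18 months and 743 and 1826 AS genes in the other two, and turned Mcm5 (0.17), Mcm2 (0.30), Bub1 (0.79) and Krt1 (-0.0405) between 18 and 28 months. AS counts by diffSplice were 0, 2452 and 1084 in skin, 67, 813 and 1398 in muscle, 20, 1 and 562 in bone, 12 in thymus and 46 in adipose tissue, and with age tested against the residual 0, 1733 and 1103, 176, 951 and 1208, 35, 13 and 637, 20 and 112, with 406 across 5 tissues and 117, 1705 and 1239 across 3. Without removal of DE genes they were 11, 7736 and 5810 in skin, 1715 and 5096 in muscle (4 to 18, 4 to 28 months), 460, 370 and 4092 in bone, 356 in thymus, 900 in adipose tissue, 1846 across 5 tissues and 567 and 5206 across 3 (4 to 18, 4 to 28 months). No signal filter gave 7 in skin and 204 in bone between 4 and 18 months and 95 in bone between 18 and 28 months, the replicate block 47 and 29 in bone (4 to 18, 18 to 28 months) and 308 in adipose tissue, and removal of the adipose pattern 0 in skin between 4 and 18 months and 2348 in adipose tissue. Splicing factors passed unstratified in 3 of 11 comparisons by diffSplice, 2 with the residual and 3 with at least 5 probe sets per gene, against 6, and 3 lists against 103 with an estimated correlation.

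Leaving out single arrays, DE counts ranged over 3 to 63, 471 to 730 and 389 to 734 in skin, 127 to 438, 194 to 348 and 372 to 619 in muscle, 45 to 112, 101 to 235 and 381 to 528 in bone, 17 to 50 in thymus and 22 to 402 in adipose tissue, and AS counts over 1 to 47, 4214 to 5191 and 2364 to 4066, 81 to 2861, 1568 to 3355 and 1998 to 3806, 14 to 187, 12 to 205 and 872 to 2562, 44 to 300 and 174 to 1571. Single arrays that moved a DE count more than 1.5-fold were, between 4 and 18 months, in skin the 4-month replicates 2 (63), 3 (5), 4 (5) and 5 (27) and the 18-month 3 (3) and 4 (26), in muscle the 4-month 1 (438) and 3 (127) and the 18-month 3 (379), in bone the 18-month 1 (45), in thymus the 4-month 1 (17) and the 18-month 5 (50), in adipose tissue the 4-month 1 (402), 2 (303), 4 (22) and 5 (27), and later the 28-month 5 of bone (101, 18 to 28 months) and the 4-month 4 of skin (734, 4 to 28 months). For AS counts between 4 and 18 months they were in skin the 4-month 1 (8), 2 (15), 3 (47) and 5 (7) and the 18-month 1 (6), 2 (10), 3 (1), 4 (1) and 5 (1), in muscle the 4-month 1 (2739), 2 (81), 3 (225), 4 (135) and 5 (186) and the 18-month 1 (366), 2 (369), 3 (405), 4 (165) and 5 (2861), in bone the 4-month 2 (75) and the 18-month 1 (82), 2 (14) and 5 (56), in thymus the 4-month 1 (61), 3 (54) and 4 (72) and the 18-month 1 (300), 4 (44) and 5 (46), and in adipose tissue the 4-month 4 (174) and 5 (251) and the 18-month 1 (257), 2 (1571), 4 (325) and 5 (281). Between 18 and 28 months they were the 18-month 3 of muscle (1568) and in bone the 18-month 1 (205), 2 (155) and 3 (21) and the 28-month 2 (21) and 5 (12), and between 4 and 28 months the 4-month 2 of skin (2364) and of muscle (1998) and the 28-month 3 (872), 4 (1029) and 5 (889) of bone. Of the values of named genes, 345 of 478 kept their label in a fit of each tissue alone, 447 of 498 with the median, 80 of 163 without the 6JA mice and 4382 of 4780 over single arrays.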

Other observations

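None of the comparisons below was chosen as a test of an explanation. The change of exon usage from 18 to 28 months correlated between skin and muscle at 0.417, and from 4 to 28 months at 0.424, across probe sets, which are not independent replicates. Between 4 and 18 months that value was 0.121, and bone gave -0.00613 and -0.186 with skin and -0.0373 and -0.134 with muscle in the same 2 spans.

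Adipose tissue had 200 DE genes between 4 and 18 months, and 0 in a fit of that tissue alone. The first is above the study's value and the second equals it. For all other DE counts quoted above the fit of all arrays was nearer. AS genes numbered 4743 in skin between 18 and 28 months and 1125 across 5 tissues, and 1733 and 406 with age tested against the residual. All exceed the study's values except skin with the residual, which is lower, so the direction there depends on the error term.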
